A study of Homo sapiens with 8 samples. Its data were reported in "Single-cell analysis of breast cancer metastasis reveals epithelial-mesenchymal plasticity signatures associated with poor outcomes" (2024).

How the data were processed

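Breast tumor cells from patient-derived xenografts were measured in 8 single-cell RNA libraries. Per the labels, live human CD298+ and lineage-negative cells were sorted from primary breast tumors and matched lung metastases grown in mice, tagged with MULTI-seq barcodes, pooled and captured with 10x Genomics 3′ v2 chemistry. The submitters' processing notes name Cell Ranger 5.0.1 and Scanpy 1.8.1. The matrix the authors deposited holds raw UMI counts, with no normalization, and all values were checked to be whole numbers. Another 3 deposited tables, for PDX1, PDX2 and PDX3, hold counts of another kind of unit, MULTI barcode counts per cell. No cell had fewer than 2524 UMIs or 50% or more mitochondrial UMIs (highest 49.8%), so cells had been filtered by the authors before deposit. The genome build was not given in the sources used here, so genes are named by the symbols of the deposited matrix and no coordinates are printed. Sequencing reads were not used here.

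The number that ends each cell name separated 8 libraries. Cells were matched by name to the barcode tables, which placed libraries 1 to 4 in PDX1, 5 and 6 in PDX2, and 7 and 8 in PDX3, and 649 cells were in no barcode table. Neither the letters of the library titles nor the tissue of libraries 5 and 6 could be read from the cell names. The planned comparison of the lung metastasis with the primary tumor of PDX2 was therefore not made, and the EMP comparisons used 6 libraries in place of 7. Which tumor a barcode marks was not given in the sources used here, so barcodes were not assigned to tumor models. XIST, TSIX and genes of the Y chromosome outside its shared ends, 504 columns by GENCODE release 29, were left out.

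Kept cells had at least 1000 UMIs, at least 500 detected genes and at most 20% of UMIs on mitochondrially encoded genes, which 14178 cells met. A cell was taken as a barcode doublet when its second barcode had at least 10 counts and more than the first barcode's count divided by 3. This fixed rule marked 6055 cells, and 8917 cells passed both filters. Barcode background was high in PDX3 for the depth of its barcode counts. The median count of a barcode in cells not assigned to it reached 80, where the highest barcode of a cell had a median of 190. In PDX2 it reached 162 against a median of 5279. The rule marked 64.6% of the PDX3 cells as doublets. An alternative chosen after the data were examined subtracted the median background of each barcode before the same rule, which marked 29.7% in PDX3 and 6.29% in PDX1. A first form of it that divided by the background was dropped.

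Counts per cell were scaled to 10000, log1p transformed, scaled to mean 0 and SD 1 over kept cells and clipped at 10. The EMP score was the mean of 36 mesenchymal genes minus the mean of 32 epithelial genes. The study used a published signature and these limits of -0.2 and 0.2, and the 2 gene lists here were fixed instead from general knowledge, so the scores are not those of the study. Within 0.05 of the limits lay 837 cells at -0.2 (9.39% of 8917) and 584 at 0.2 (6.55%). Shares of single libraries carry Wilson 95% intervals, and shares were compared between PDX1 and PDX3 with an exact permutation test.

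Counts were summed per library and EMP class (at least 20 cells per sum) and fitted with edgeR 4.0.16 quasi-likelihood models (TMM, filterByExpr) with library as a block. Genes of the 2 score lists were left out of the EMP tests. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.5. An intermediate gene had to pass against both other classes. PDX1 and PDX3 were compared on sums per library, 4 against 2. Within-set changes and their difference came from the same sums with a class effect for each set. Gene lists, 36 in all and fixed before the data were examined, were tested with camera of limma 3.58.1 with an estimated correlation, and with a preset correlation of 0.01 as the alternative, where at least 3 members were tested. Of the lists, 27 entered the EMP tests and 32 the comparison of PDX1 with PDX3. The lists of markers of other cell types (endothelial, fibroblast and pericyte, macrophage and myeloid, lymphoid, lung alveolar, erythroid, adipocyte) also served to count such cells, with at least 3 detected markers per cell.

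The genes named in the text were chosen by a rule set before the data were examined. It took the 12 largest log2 fold changes per direction among called genes with a mean of at least 20 CPM and the same direction in every library (no overlap for PDX1 against PDX3), and skipped clone-type and pseudogene-like symbols and sex-linked genes. Members of a gene list were named when their list was described, most often those with the largest and smallest change. Genes outside the rule are named as chosen after their values were seen. Where all libraries of a group held 0 counts, a fold is given as a lower bound with 3 counts over the group as the floor.

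Total UMIs per library ran from 717259 to 64593918 and, for kept cells of the 6 fitted libraries, from 12818863 to 22033859. The models were tested on simulated data with 200 changed genes, all drawn from genes with a mean of at least 20 CPM. Sums were drawn independently and no change differed between sets. The recovery below therefore does not cover genes at lower levels, libraries that are portions of 1 pool, or changes that differ between sets. For mesenchymal-like against epithelial-like cells (13727 genes) the calls recovered 38.8% of changes of 0.8 on the log2 scale, 80.6% of changes of 1 and 100% of changes of 2, with 6 false calls among 13527 unchanged genes. For PDX1 against PDX3 (16497 genes) 100% were recovered at each of these sizes, with 8 false calls among 16297.

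Alternatives for the counts were DESeq2 1.42.0, no filter on low counts, sums per set or per barcode, limits of -0.4 and 0.4, tertiles of the score, unscaled values, cells thinned to 1500 UMIs, a stricter cell filter (2000 UMIs, 1000 genes, 10% mitochondrial), only cells with 1 barcode (at least 10 counts and 3 times the second), both PDX2 libraries added, and leaving out each library. Thinned cells gave the scores and classes, while their full counts were summed. Thinned counts were summed only for the changes within sets and their difference. Class names were exchanged within libraries to count chance calls. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, matplotlib 3.10.9, R 4.3.3 and its package data.table, version 1.17.8, were used.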

Results

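Human breast tumor cells were measured one by one in 8 droplet libraries from patient-derived xenografts, which are tumors taken from patients and grown in mice. Live cells carrying CD298, a human surface protein, had been sorted away from mouse cells, pooled with MULTI-seq barcodes and captured with 10x Genomics 3′ v2 chemistry. MULTI-seq barcodes are short DNA tags on the cell membrane that mark the sample a cell came from. The labels gave 4 primary tumor libraries in the set named PDX1, 2 primary tumor libraries in the set named PDX3, and 1 primary tumor and 1 lung metastasis library in the set named PDX2. PDX1 and PDX3 each held cells of several barcoded samples, so a difference between them was a difference between mixtures of samples. In PDX2 the 1401 kept cells of library 5 carried 1 barcode, and the 77 of library 6 carried another. The cell names carried the numbers 1 to 8, which tied libraries 1 to 4 to PDX1, 5 and 6 to PDX2, and 7 and 8 to PDX3, but did not say which PDX2 library was the metastasis.

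The deposited matrix held unique molecular identifier (UMI) counts per cell and gene. Total UMIs in the 4 PDX1 libraries were 18116440, 24779445, 24825373 and 23483682, from 1807, 1978, 2069 and 1964 cells. The PDX2 libraries 5 and 6 held 10992834 and 717259 UMIs, from 1402 and 85 cells. In PDX3, libraries 7 and 8 held 64593918 and 51632825 UMIs, from 3882 and 3674 cells. Median UMIs per cell ran from 6704 in library 6 to 14109.5 in library 7. After the cell filters 8917 cells remained, of which 4799 were from PDX1, 1478 from PDX2 and 2640 from PDX3. The barcode doublet rule was the main source of loss in PDX3, where it set aside 64.6% of the cells found in the barcode table, against 19.4% in PDX1 and 0.202% in PDX2. Cells that share a barcode cannot show as barcode doublets, so the PDX2 rate is not comparable with the others.

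How many cells of each tumor set held epithelial, intermediate or mesenchymal features was the first question. The epithelial-mesenchymal plasticity (EMP) score of a cell was the mean scaled expression of 36 mesenchymal genes minus that of 32 epithelial genes, with limits at -0.2 and 0.2. In the PDX1 libraries epithelial-like cells were the largest class, at 44.2% ± 2.0 (SD, n = 4), followed by intermediate cells at 36.4% ± 0.768 and mesenchymal-like cells at 19.4% ± 1.62. The PDX3 libraries held 42.8% epithelial-like cells on average, but fewer intermediate cells (17.9% and 24.7%) and more mesenchymal-like cells. Library 7 had 40.1% mesenchymal-like cells (Wilson 95% interval 37.5 to 42.7) and library 8 had 31.6% (29.1 to 34.2). Neither the mesenchymal-like share nor the intermediate share overlapped between the PDX1 and PDX3 libraries. An exact two-sided permutation test gave p = 0.133 for each of these 2 shares and 0.533 for the epithelial-like share, and 0.133 is the smallest p that 4 libraries against 2 can give. Mesenchymal-like cells made up 12.1% of PDX1 and 60.4% of PDX3 on average when no cells were left out for barcodes, a setting chosen after the data were examined. The epithelial-like shares of PDX1 and PDX3 then parted to 58.5% and 28.4%. They were 53.6% and 31.6% with barcode background subtracted, also chosen after the fact, and 55.4% and 37.9% with a stricter cell filter. Epithelial-like cells stayed the largest PDX1 class in these settings, but not in all. With thinned cells PDX1 held 56.1% intermediate and 29.3% epithelial-like cells. With limits of -0.4 and 0.4, which widen the intermediate class by construction, it held 67.4% and 23.8%. Scores were scaled over the kept cells of all sets, so a change of filter can also move the class of cells kept throughout.

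**Figure D1:**
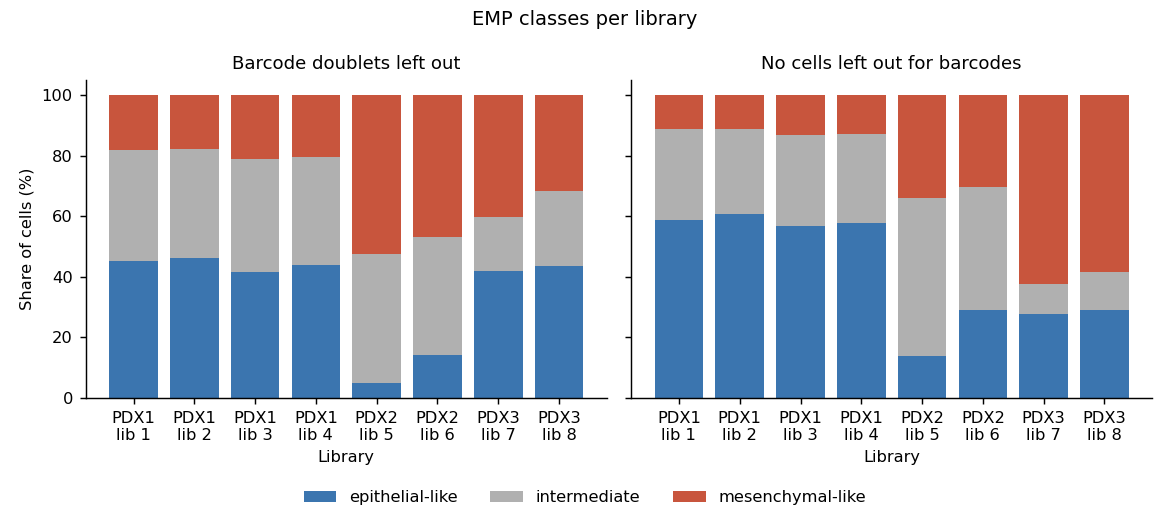
Share of cells in each EMP class (percent of kept cells, stacked bars) in the 8 libraries, with barcode doublets left out in the left panel and no cells left out for barcodes in the right panel. The mesenchymal-like share averaged 19.4% in PDX1 and 35.9% in PDX3 on the left, and 12.1% and 60.4% on the right.

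Which genes outside the score accompany the mesenchymal-like state was the next question, addressed in the 4 PDX1 and 2 PDX3 libraries. The EMT transcription factor gene SNAI2, whose product Slug represses E-cadherin, was higher in mesenchymal-like than in epithelial-like cells by 4.10 on the log2 scale (SE 0.45, adjusted p 4.36e-05, edgeR, higher in 6 of 6 libraries), from 5.13 ± 1.72 to 76.8 ± 53.2 CPM (UMIs of the gene scaled to the library total; SD, n = 6). S100A4, a calcium-binding protein gene tied to cell motility, went from 117 ± 15.6 to 1662 ± 661 CPM (log2 change 4.05, SE 0.19, adjusted p 2.68e-08, 6 of 6 libraries). On the epithelial-like side stood TFF3, a secreted trefoil peptide gene of luminal cells, which fell by 4.68 on the log2 scale (SE 0.56, adjusted p 8.36e-05, lower in 6 of 6 libraries). FBP1, the gluconeogenic fructose-bisphosphatase gene, fell by 4.90 (SE 0.25, adjusted p 3.78e-08), from 67.5 ± 105 to 1.70 ± 2.64 CPM. TFF3 changed by -3.84 within PDX1 (adjusted p 0.00202) and by -4.47 within PDX3, with an adjusted p of 0.859 for the difference. FBP1 changed by -4.16 within PDX1 (adjusted p 0.0932) and by -4.89 within PDX3, with an adjusted p of 0.776 for the difference. With 1 CPM added to both classes, the FBP1 log2 ratio was only -0.60 to -0.46 in the PDX1 libraries. FBP1 was therefore near 0 CPM there, and TFF3 had 132 UMIs over all kept PDX1 cells. For genes this low in PDX1 the difference tests do not show a shared change.

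The most increased of the genes that met the naming rule (at least 20 CPM on average, the same direction in every library, no clone-type or pseudogene-like symbol) was PLAC9, a small secreted protein gene first described in placenta, at 6.54 (SE 0.43, adjusted p 5.63e-07) and from 2.95 to 176 CPM. NDUFA4L2, a target of hypoxia-inducible factor that damps mitochondrial respiration, followed at 5.84 (SE 0.52, adjusted p 9.74e-06) and from 8.97 to 234 CPM. Secreted regulators and lipid carriers were among the other increased genes. FRZB, a secreted Wnt antagonist, rose by 5.26 (SE 0.33), the apolipoprotein genes APOE and APOC1 by 4.64 (SE 0.60) and 4.22 (SE 0.59), and IGFBP7, a secreted binding protein for insulin-like growth factors, by 4.14 (SE 0.46). ELANE, known as the neutrophil elastase gene, rose by 5.66 (SE 0.27), HAPLN1, a link protein of cartilage matrix, by 5.53 (SE 0.52), the metallothionein gene MT1L by 4.73 (SE 0.38), and RCN3, a collagen-secretion chaperone gene, by 4.40 (SE 0.33). All of these were higher in 6 of 6 libraries, with adjusted p from 2.68e-08 for ELANE to 0.000221 for APOC1. When classes were compared within single barcodes, ELANE and APOC1 no longer passed the threshold, with log2 changes of 0.71 (adjusted p 0.537) and 0.60 (0.135). Other leading changes were smaller there, with S100A4 at 1.56, NDUFA4L2 at 2.66, APOE at 1.46, FRZB at 3.43 and SNAI2 at 3.07, while PLAC9 (5.32), HAPLN1 (5.43) and RCN3 (4.26) shrank less. Of 3478 called genes tested within barcodes, 2040 (58.7%) were called there in the same direction. The sets differed in this. Of genes called within a set and tested within barcodes, 35.0% were called there in PDX1 and 67.0% in PDX3. With barcode background subtracted these shares were 26.1% and 71.3%. Barcodes of part of the PDX3 cells were in doubt. SNORC stood at 8023 CPM in mesenchymal-like Bar1 cells, 233 CPM in epithelial-like Bar1 cells and 7289 CPM in mesenchymal-like Bar4 cells. Whether the within-barcode changes of PDX3 arose within tumors can therefore not be told.

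Among the most decreased genes were some known from secretory epithelium. SCGB3A1, a secretoglobin gene, fell by 3.93 (SE 0.58, adjusted p 0.000315), from 128 ± 226 to 4.54 ± 7.37 CPM. Within PDX1 it changed by -3.74 without passing (adjusted p 0.518), and within PDX3 by -4.32 (adjusted p 1.11e-13), with an adjusted p of 0.891 for the difference. Since the PDX1 change did not pass, that difference test does not show a shared change. MLPH, the melanophilin gene, and SPDEF, a transcription factor of secretory cells, changed by -3.29 (SE 0.58, adjusted p 0.00108) and -3.19 (SE 0.87, adjusted p 0.0137). SPDEF was the weakest of the named genes. Its adjusted p was 0.0695 without library 7, 0.0935 without library 8 and 0.0772 with DESeq2. HPGD, which encodes a prostaglandin-degrading enzyme, changed by -3.10 (SE 0.65), BSPRY, an epithelial calcium-transport regulator, by -2.88 (SE 0.44) from 124 to 18.5 CPM, and LRRC26, a potassium channel subunit of secretory epithelium, by -2.51 (SE 0.57) from 59.8 to 10.7 CPM. The divergent transcript MRPS30-DT changed by -3.84 (SE 0.42), FAM178B by -3.50 (SE 0.49), TBC1D9 by -2.72 (SE 0.45) and PRR15L by -2.58 (SE 0.54). Within PDX1 MRPS30-DT and SPDEF did not pass, at -0.62 (adjusted p 0.579) and -0.41 (0.320). All decreased genes of this paragraph were lower in 6 of 6 libraries. In the fit of both sets, the adjusted p of HPGD, BSPRY, LRRC26, MRPS30-DT, FAM178B, TBC1D9 and PRR15L ran from 4.28e-05 for MRPS30-DT to 0.00514 for LRRC26. With tertiles of unscaled values the adjusted p of HPGD was 0.0653.

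Of 14390 genes tested by edgeR, 3784 passed the threshold, 1739 higher and 2045 lower in mesenchymal-like cells. DESeq2 called 3905, of which 2203 were higher (56.4%, against 46.0% with edgeR), and 88 of the 3784 had the opposite sign there, none of them in a gene list. Without library 8 the count was 2464. Libraries of a set may be portions of 1 pool of cells, and when libraries were summed to 1 sum per set and class, edgeR called 0 genes, with 1690 at an unadjusted p under 0.05.

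Gene lists fixed before the data were examined were tested next, and none passed with an estimated correlation. Hypoxia-inducible genes included 16 higher, 0 lower and 3 not called (17 higher adjusted over the list alone), but camera with an estimated correlation gave an adjusted p of 0.224. Their extremes were NDUFA4L2 and DDIT4 (0.40), and the carbonic anhydrase gene CA9 changed by 3.82 (SE 0.55) and the angiogenic factor gene VEGFA by 2.44 (SE 0.24), both in 6 of 6 libraries. Cartilage matrix genes included 13 higher, 0 lower and 3 not called (13 adjusted over the list alone, camera adjusted p 0.294), from HAPLN1 at 5.53 to HAPLN3 at 0.97. Of the EMT transcription factors, 3 were higher, 0 lower and 1 not called (3 adjusted over the list alone, camera adjusted p 0.109). ZEB1 changed by 3.32 (SE 0.56, adjusted p 0.00076, 6 of 6 libraries), from 0.224 to 1.95 CPM, SNAI1 by 1.46 (SE 0.50, adjusted p 0.0411, 4 of 6 libraries), and TWIST1 by 0.32. Luminal and hormone-response genes included 0 higher, 11 lower and 6 not called (11 lower adjusted over the list alone, camera adjusted p 0.523), from CA12 at 1.33 to AGR2 at -5.11. Immediate-early genes that cell dissociation can induce included 8 higher, 0 lower and 13 not called (9 higher adjusted over the list alone, camera adjusted p 0.370). The progesterone receptor gene PGR changed by -3.97, while ESR1 and ERBB2 were not called, which made 0 higher, 1 lower and 2 not called for the receptors (1 adjusted over the list alone, camera adjusted p 0.547).

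Genes of the unfolded protein response included 9 higher, 1 lower and 6 not called (9 and 1 adjusted over the list alone, camera adjusted p 0.370), from HERPUD1 at 1.75 to XBP1 at -1.01. Cholesterol synthesis genes included 0 higher, 7 lower and 8 not called (8 lower adjusted over the list alone, camera adjusted p 0.523), with farnesyl diphosphate synthase, FDPS, at -1.17 and MVD at 0.18. The genes that the study named for tumors of high metastatic potential, with S100A4 and MUC1 among them, included 3 higher, 0 lower and 3 not called (3 adjusted over the list alone, camera adjusted p 0.224), and those it tied to metastases included 0 higher, 5 lower and 6 not called (5 adjusted over the list alone, camera adjusted p 0.370). The study chose the first list on samples that include these libraries and the second on plate-based data of its own, so the counts are not independent evidence. For interferon response genes the median (-0.22) and mean (-0.18) were negative while the test pointed up (camera adjusted p 0.946), with 3 higher, 1 lower and 17 not called. No list of 27 passed with the estimated correlation, and of the 9 called with the preset correlation of 0.01 none held (0 of 27, smallest adjusted p 0.109).

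Each set of libraries was then taken alone, a comparison added after the data were examined. Its p-values measured the spread between libraries of a set, which may be portions of 1 pool. Classes differed in barcode as well, since mesenchymal-like shares ran from 6.38% to 70.4% over the PDX1 barcodes. Within barcodes, with both sets in 1 fit, 0 of 27 lists passed (smallest camera adjusted p 0.0619). Hypoxia genes were up within both sets, by a median of 1.37 in PDX1 (14 higher, 1 lower and 4 not called, the same adjusted over the list alone, camera adjusted p 0.0442) and of 2.25 in PDX3 (19 higher of 19, the same adjusted over the list alone, camera adjusted p 0.0416). Cholesterol synthesis genes fell in PDX1 mesenchymal-like cells, with all 15 lower (15 adjusted over the list alone, median -1.30, camera adjusted p 0.0442), from HMGCS1 at -0.69 to squalene epoxidase, SQLE, at -1.79. In PDX3 the same list held 7 higher, 1 lower and 7 not called (7 and 1 adjusted over the list alone, camera adjusted p 0.599). Cartilage matrix genes were all 16 higher in PDX3 (16 adjusted over the list alone, median 4.78, camera adjusted p 0.00329), against 5 higher, 1 lower and 10 not called in PDX1 (5 and 1 adjusted over the list alone, camera adjusted p 0.0999). Luminal genes were all 17 lower in PDX3 (17 adjusted over the list alone, median -4.42, camera adjusted p 0.0156). In PDX1 they split into 4 higher, 3 lower and 10 not called (4 and 4 adjusted over the list alone, camera adjusted p 0.567, with a negative median of -0.34 and mean of -0.32 against a test that pointed up). A camera test of the difference between the sets gave an adjusted p of 0.0161 for cartilage genes, 0.0820 for luminal genes, 0.121 for cholesterol genes and 0.183 for hypoxia genes. The genes the study named for tumors of high metastatic potential were all 6 higher in mesenchymal-like cells of PDX3 (6 adjusted over the list alone, camera adjusted p 0.0434), which is not independent evidence.

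The number of called genes was 4126 within PDX1 and 9068 within PDX3. Of these, 1504 were called in both sets in the same direction, where independent lists would share 1240, and 1158 in opposite directions. These counts were lower in other settings, at 614, 3286 and 232 (PDX1, PDX3 and shared in the same direction) with cells thinned to 1 depth, 2129, 5921 and 692 within barcodes, and 678, 6544 and 270 within barcodes with background subtracted, where fewer genes could be tested. Independent lists would share 130, 466 and 174 in these settings, and 125, 410 and 134 were called in opposite directions. Pearson's r of the PDX1 and PDX3 changes was 0.0748 across 15068 genes, which are not independent replicates. Of the 24 genes named for the EMP classes, the study's intermediate markers and the EMT transcription factors, 20 changed by different amounts in the sets. This was by a test of the difference, which 52.3% of all tested genes passed. Depth differed between classes in opposite ways. Epithelial-like cells of PDX1 had a median of 16604 UMIs and mesenchymal-like cells 5618, whereas in PDX3 the medians were 8620 and 20896.5. The median mitochondrial share of UMIs was 7.32% and 9.61% in these classes of PDX1, and 10.1% and 5.56% in PDX3.

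**Figure D2:**
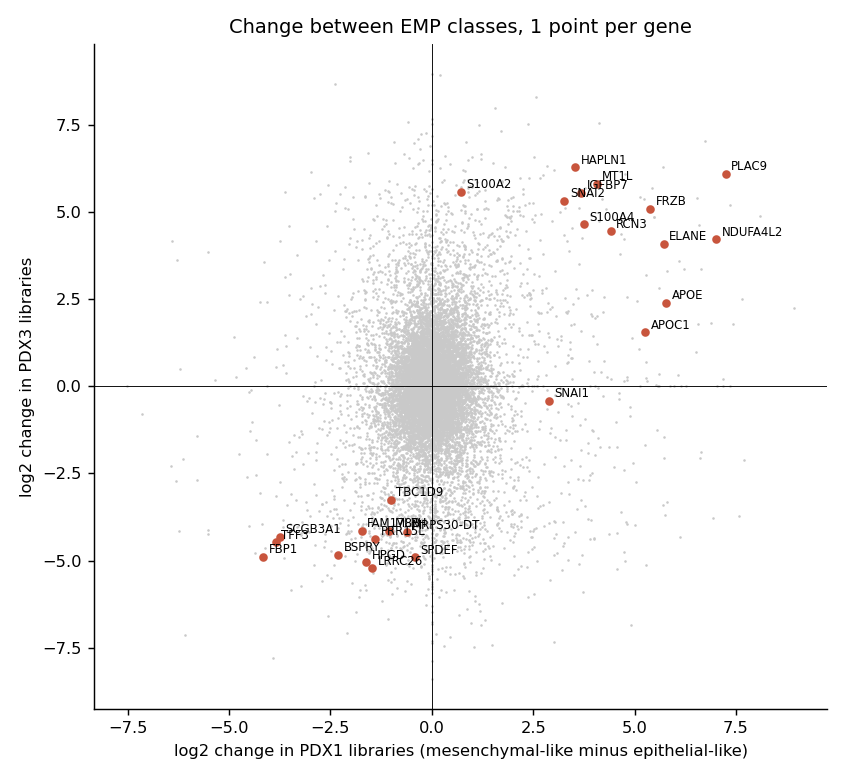
Log2 change from epithelial-like to mesenchymal-like cells within the PDX1 libraries (horizontal axis) and within the PDX3 libraries (vertical axis), with 1 point per tested gene and the named genes, SNAI1 and S100A2 in red. Points spread in all directions (Pearson's r 0.0748 across genes), and SNAI1 lies at 2.88 in PDX1 and -0.41 in PDX3.

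Whether any genes peak in intermediate cells was asked of the same sums. The median mesenchymal and epithelial scores of these cells were -0.055 and -0.025 in PDX1, and -0.191 and -0.110 in PDX3. The class was thus set by similar scores, and not by high expression of both lists. The study used another signature and kept markers shared between its data sets, so its intermediate state was not tested here. The study named CRYAB, KRT15, S100A2, CD24 and CALML5 as markers of intermediate cells from samples that include these libraries, so their values here are not independent evidence. CRYAB, a small heat shock protein gene, and KRT15, a keratin gene of basal progenitors, had their highest mean in intermediate cells, but without a call against either neighbor. Their mean levels in epithelial-like, intermediate and mesenchymal-like cells were 1393 ± 1056, 1502 ± 1027 and 1176 ± 882 CPM for CRYAB and 226 ± 161, 276 ± 201 and 186 ± 131 CPM for KRT15 (SD, n = 6). Intermediate minus epithelial-like changes were 0.62 for CRYAB (edgeR adjusted p 0.627) and 0.30 for KRT15 (0.394). CRYAB was highest in intermediate cells in libraries 2, 3, 4 and 7. Its change came mostly from library 7 (15.5 to 352 CPM), while library 8 fell from 57.2 to 20.7 CPM. KRT15 was highest in intermediate cells in 3 of 6 libraries. S100A2, a p63 target of basal cells, averaged 912, 1339 and 1617 CPM and was higher in mesenchymal-like than in epithelial-like cells (2.3, SE 0.74, adjusted p 0.0311, 6 of 6 libraries). In PDX1 libraries 1, 3 and 4, however, it was highest in intermediate cells, at 2065, 2081 and 1783 CPM against 1848, 2001 and 1571 CPM in mesenchymal-like cells. CD24, a surface mucin that is low on stem-like breast cancer cells, averaged 1930, 1374 and 834 CPM, although in library 7 it was highest in intermediate cells at 409 CPM (mesenchymal-like minus epithelial-like -0.90, SE 0.12, adjusted p 0.000166, lower in 6 of 6 libraries). CALML5, an epidermal calmodulin-like gene, averaged 755, 741 and 336 CPM, with intermediate cells above mesenchymal-like cells by 1.10 (adjusted p 0.00496). In libraries 1 and 4 CALML5 was highest in intermediate cells, at 1152 and 997 CPM.

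**Figure D3:**
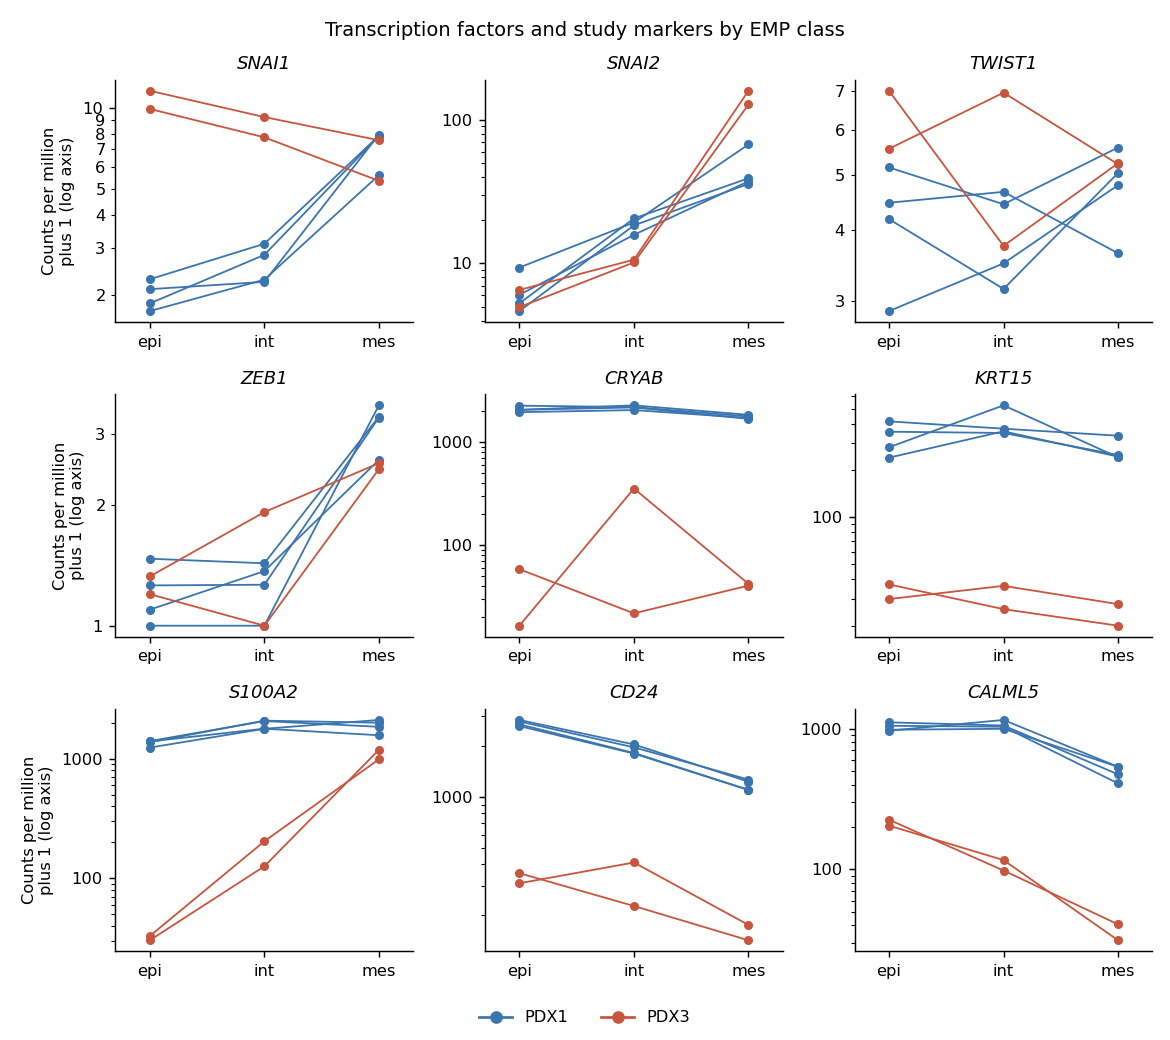
Level of 9 genes (CPM plus 1, log axis) in epithelial-like, intermediate and mesenchymal-like cells, with 1 line per library, PDX1 in blue and PDX3 in red. SNAI2 is higher in mesenchymal-like than in epithelial-like cells in 6 of 6 libraries (76.8 and 5.13 CPM on average), and CD24 is lower in 6 of 6.

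No gene was above both other classes under the edgeR rule. The count at an unadjusted p under 0.05 in both contrasts was 34, and DESeq2 called 5 genes, MR1, CXCL14, CDKN2B, C9orf3 and AP004609.3, which are named here after their values were seen. Without library 8 edgeR called 2 genes, CDKN2B and ARSG, also named after the fact. By edgeR, 5 genes were below both other classes and 53 were so at an unadjusted p under 0.05. Intermediate cells had 77 genes higher and 51 lower than epithelial-like cells, and 912 higher and 761 lower than mesenchymal-like cells. This order turned with no cells left out for barcodes, at 572 higher and 430 lower against epithelial-like cells and 380 higher and 287 lower against mesenchymal-like cells. Against epithelial-like cells, leaving out library 1, 2, 3 or 4 gave 10 to 14 higher and 2 to 4 lower, while leaving out library 7 gave 177 and 149 and library 8 gave 161 and 165. Against mesenchymal-like cells the counts were 276 and 365 without library 7 and 179 and 356 without library 8. S100A4 was already raised in intermediate cells, to 274 ± 67.5 CPM (intermediate minus epithelial-like 1.32, adjusted p 0.00385), and so was FRZB, to 31.0 ± 16.7 CPM (2.21, adjusted p 0.00609). Against mesenchymal-like cells, hypoxia genes included 0 higher, 16 lower and 3 not called (16 lower adjusted over the list alone, camera adjusted p 0.158), and luminal genes 9 higher, 0 lower and 8 not called (10 higher adjusted over the list alone, camera adjusted p 0.394). The 5 study markers included 2 higher, 0 lower and 3 not called in that contrast (2 adjusted over the list alone, camera adjusted p 0.394). Of 27 lists, 11 and 12 were called with the preset correlation against epithelial-like and mesenchymal-like cells, and 0 with the estimated correlation (smallest adjusted p 0.367 and 0.124).

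The last comparison asked how the primary tumor cells of PDX1 and PDX3 differ, since the study contrasted tumors of different origin and metastatic behavior. KRT14, the basal keratin gene, stood at 2659 ± 168 CPM in PDX1 (SD, n = 4) and 9.10 ± 1.77 CPM in PDX3 (SD, n = 2), a log2 difference of 8.0 (SE 0.13, edgeR adjusted p 2.03e-13). CXCL2, a neutrophil-attracting chemokine gene, stood at 185 ± 19.6 and 0.491 ± 0.0520 CPM (8.39, SE 0.18, adjusted p 1.34e-12). TFF1, a classic estrogen receptor target, stood at 6.09 ± 10.4 CPM in PDX1 and 5309 ± 924 CPM in PDX3 (-10.15, SE 0.76, adjusted p 7.43e-08), and TFF3 at 2.33 ± 2.93 and 5678 ± 1321 CPM (-11.61, SE 0.44, adjusted p 1.14e-10). With no cells left out for barcodes the log2 differences were 6.70 for KRT14, 9.54 for CXCL2, -9.06 for TFF1 and -10.31 for TFF3. In each of these genes the ranges of the PDX1 and PDX3 libraries did not overlap. Barcodes within a set were uneven, with KRT14 from 19.2 to 5545 CPM over the PDX1 barcodes, and TFF1 from 47.5 to 19574 CPM and TFF3 from 65.4 to 12452 CPM over the PDX3 barcodes. The PDX1 means of both trefoil genes leaned on 1 library, with TFF1 at 21.6 CPM (0.507 to 1.40 in the others) and TFF3 at 6.71 CPM (0.507 to 1.16 in the others).

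Other genes high in PDX1 were the chemokine genes CXCL3 (0.101 CPM in PDX3, log2 difference 9.98) and CXCL1 (45.2 against 0.124 CPM), the epidermal protease gene KLK5 (265 against 0.748 CPM), C5orf46 (459 against 0.412 CPM) and the inflammasome regulator gene PYDC1 (145 against 0.513 CPM). The dynein chain gene DYNC1I1 reached 48.2 CPM against 0.167 CPM, and the cell cycle regulator gene RPRML, at 0.122 CPM in PDX3, differed by 8.28 on the log2 scale. The amino acid transporter gene SLC6A14 stood at 81.5 CPM against 0.0227 CPM (log2 difference 11.07, or 8.75 with no cells left out for barcodes). No UMI of CELF2, an RNA-binding protein gene, or of CHST2, a sulfotransferase gene, was seen in kept PDX3 cells. With a floor of 3 counts over the group, they were at least 461-fold and at least 457-fold higher in PDX1, at 37.1 ± 2.79 and 36.8 ± 3.71 CPM. These floors and the intervals cover counting error only.

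In PDX3, the paternally expressed growth factor gene IGF2 and the breast antigen gene ANKRD30A stood at 141 ± 54.4 and 182 ± 42.2 CPM, with 0 UMIs in PDX1, which made them at least 3249-fold and at least 3873-fold higher. H19, the imprinted neighbor of IGF2, stood at 758 ± 103 CPM against 0.207 CPM. The cartilage gene SNORC stood at 4449 ± 424 CPM against 3.88 ± 2.1 CPM (-10.29, SE 0.23, adjusted p 1.57e-12), unevenly within PDX3 (233 CPM in epithelial-like Bar1 cells and 7289 CPM in mesenchymal-like Bar4 cells), and the type II collagen gene COL2A1 at 151 ± 33.1 CPM against 0.0614 CPM (-11.29, SE 0.22, adjusted p 6.29e-13). AGR2, a luminal disulfide isomerase gene, reached 1248 ± 184 CPM against 1.65 CPM, the growth factor gene CLEC11A 104 CPM against 0.0758 CPM, and RAMP1, a calcitonin receptor partner, 248 CPM against 0.461 CPM. The cancer-testis gene XAGE3 stood at 90.6 CPM against 0.0141 CPM, and the serpin gene SERPINA5 at 76.8 CPM against 0.0430 CPM.

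Of 17154 genes tested, edgeR called 10480, with 5098 higher in PDX1 and 5382 higher in PDX3. In 10287 of these (98.2%) the PDX1 and PDX3 libraries did not overlap, against a chance share of 13.3% for 4 libraries against 2, and the share over all tested genes was 79.1%. The p-values measured the spread between libraries of a set, which may be portions of 1 pool, and not the spread between tumors.

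By list, luminal and hormone-response genes were all 19 higher in PDX3 (19 adjusted over the list alone, camera adjusted p 0.206), from KRT8 at -0.62 to TFF3 at -11.61, and the receptor genes all 3 (3 adjusted over the list alone, camera adjusted p 0.401), with PGR at -7.31 and ERBB2 at -0.52. Hypoxia genes included 0 higher in PDX1, 19 higher in PDX3 and 1 not called (19 adjusted over the list alone, camera adjusted p 0.40), from ADM at -0.08 to P4HA1 at -3.81. Interferon response genes included 1 higher in PDX1, 14 higher in PDX3 and 6 not called (1 and 14 adjusted over the list alone, camera adjusted p 0.206), from IRF1 at 0.58 to the antiviral gene IFITM1 at -8.15. Inflammatory targets of NF-kB went the other way, with 11 higher in PDX1, 2 higher in PDX3 and 2 not called (11 and 2 adjusted over the list alone, camera adjusted p 0.0622), from CXCL3 at 9.98 to ICAM1 at -1.03. Basal keratins included 6 higher in PDX1, 2 higher in PDX3 and 0 not called (6 and 2 adjusted over the list alone, camera adjusted p 0.246), from KRT14 to KRT81 at -5.81. Cholesterol synthesis genes included 11 higher in PDX1, 0 higher in PDX3 and 4 not called (11 adjusted over the list alone, camera adjusted p 0.514), and cartilage genes 4 higher in PDX1, 13 higher in PDX3 and 0 not called (4 and 13 adjusted over the list alone, camera adjusted p 0.246).

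The 5 intermediate markers of the study were all higher in PDX1 (5 adjusted over the list alone, camera adjusted p 0.0622), from S100A2 at 1.10 to CRYAB at 5.09, and its 6 genes named for tumors of high metastatic potential were all higher in PDX3 (6 adjusted over the list alone, camera adjusted p 0.246), with TPM2 at -3.72. Both lists came from samples that include these libraries, so neither count is independent evidence. For the macrophage markers the median (-2.88) and mean (-2.67) were negative while the test pointed up (camera adjusted p 0.960), with 1 higher in PDX1 and 2 higher in PDX3. Of 32 lists, 17 were called with the preset correlation and 0 held with the estimated correlation.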

Values the study reported

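The authors report 16,861 tumor cells from the MULTI-Seq data. Their EMP classes used limits of –0.2 and 0.2 on a score from 303 published markers, and 37 of these 303 markers (12%) were among the genes that marked a class in the MULTI-Seq data. They give a correlation of R = 0.606 between the EMP signature of a tumor and its metastatic potential in the MULTI-Seq data.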

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

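The test of the difference between the PDX1 and PDX3 changes, its repeats with thinned cells, with no cells left out for barcodes, with barcode background subtracted and within barcodes, and the look for far-off libraries in these genes were chosen only after the data were examined. The change from epithelial-like to mesenchymal-like cells differed between the sets in 7876 of 15068 genes by edgeR, with 3936 larger in PDX3 and 3940 larger in PDX1. These p-values and those below measured the spread between libraries of a set. Such libraries may be portions of 1 pool, so the spread between tumors was not measured. The 24 genes named for the EMP classes were looked at singly, together with the study's intermediate markers and the EMT transcription factors. Of this joint group 20 differed (S100A2, CALML5 and SNAI1 from outside the 24), while 52.3% of all tested genes did. S100A2 had the largest gap among them (below). Among genes lower in mesenchymal-like cells, SPDEF changed by -0.41 in PDX1 and -4.90 in PDX3 (difference -4.49, adjusted p 7.16e-10), LRRC26 by -1.46 and -5.22 (-3.76, 1.55e-11), HPGD by -1.61 and -5.05 (-3.44, 2.95e-07), MLPH by -1.04 and -4.14 (-3.10, 6.86e-05), and PRR15L by -1.39 and -4.37 (-2.98, 5.83e-08). Gaps the same way were seen for MRPS30-DT (-3.58, adjusted p 0.00619), BSPRY (-2.54, 2.74e-08), FAM178B (-2.41, 0.000177) and TBC1D9 (-2.24, 0.000849). CALML5 fell by 0.83 in PDX1 and by 2.22 in PDX3 (difference -1.38, adjusted p 3.89e-09).

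Genes of the mesenchymal side parted in both directions. Among those with a larger rise in PDX1 were APOC1 at 5.26 in PDX1 and 1.55 in PDX3 (difference -3.72, adjusted p 5.19e-07), APOE at 5.78 and 2.39 (-3.38, 9.89e-09) and NDUFA4L2 at 7.01 and 4.21 (-2.80, 1.64e-06). The transcription factor genes SNAI1 and SNAI2 moved apart, since SNAI1 changed by 2.88 in PDX1 and by -0.41 in PDX3 (-3.29, adjusted p 3.57e-08), while SNAI2 rose by 3.27 and 5.31 (2.04, 2.88e-07). S100A2 rose by 0.72 in PDX1 and 5.57 in PDX3 (4.85, 6.33e-18). More modest differences toward PDX3 were those of HAPLN1 (2.73, adjusted p 0.00464), IGFBP7 (1.86, 0.00155), MT1L (1.74, 0.00106) and S100A4 (0.88, 1.91e-05). Among the lists, cartilage matrix genes had a median difference of 3.97 toward PDX3 (14 higher, 0 lower and 2 not called, 14 adjusted over the list alone, camera adjusted p 0.0161), and this was the 1 list of 27 called with the estimated correlation, against 18 with the preset correlation.

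The barcode doublet rule as the whole cause of this difference is argued against, since with no cells left out for barcodes 7960 genes differed and the correlation of the PDX1 and PDX3 changes across genes stayed at 0.081. The opposite depth gap between the classes stays open. With cells thinned to 1 depth 2171 genes differed, but only 7768 genes could be tested and the correlation was 0.121. The share of tested genes that differed was then 27.9%, against 52.3% as reported. A mixture of tumors with different scores in each pool also stays open, because the within-barcode repeat (4423 of 13609 genes, correlation 0.1) would have met the bound written against it, but that bound took barcodes to be right for every cell, and some PDX3 cells may carry a wrong one or come from mixed droplets, since mesenchymal-like Bar1 cells had SNORC at 110.1% of the level in Bar4 cells. The labels name PDX1 and PDX3 as separate sets but not the tumors in them, so a biological difference between the sets is untested and may contribute as well.

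In the PDX1 group of 4 libraries, 1 library stood apart from the rest in 8 of 60 tested groups of values, where chance alone gives about 5% or 3.0. Genes with at most 3 UMIs over the group were not tested. For genes that were high in PDX3, 1 library had 21.6 CPM of TFF1 (others 0.507 to 1.40), 6.71 of TFF3 (0.507 to 1.16), 5.31 of AGR2 (0.225 to 0.607), and another library had 0.717 of H19 (0 to 0.113, with 15 UMIs in all). For genes that were high in PDX1, 1 library reached 41.2 CPM of CELF2 (others 35.3 to 36.1) and 45.1 of RPRML (38.1 to 38.7). The log2 ratio of mesenchymal-like to epithelial-like cells, with 1 CPM added to both, was 3.26 for S100A4 in 1 library (others 3.55 to 3.59). For FBP1 it was -0.60 (others -0.47 to -0.46), since the added CPM shrinks ratios of genes near 0. No cause was tested for these values.

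The PDX2 libraries entered no comparison, and by the fixed limits and filters they held 52.4% mesenchymal-like cells in library 5 (Wilson 95% interval 49.8 to 55.0) and 46.8% in library 6 (36.0 to 57.8), above the PDX1 and PDX3 libraries. That order turned in other settings. Library 5 had 1401 cells as reported and 1402 with no cells left out for barcodes, so its own cells hardly changed. Its share moved between these settings because scores were scaled over the kept cells of all sets. Libraries 7 and 8 of PDX3 held 62.4% and 58.4% with no cells left out for barcodes, against 34.0% in library 5, and 57.2% and 54.7% with barcode background subtracted, against 38.9%. Library 7 was also above library 5 with the stricter filter (53.5% against 47.8%), the limits of -0.4 and 0.4 (35.9% against 26.2%) and thinned cells (34.3% against 32.8%). Which of them held the metastasis was not given in the sources used here, and their difference was not tested.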

How the results depend on the processing

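Alternatives chosen only after the data were examined were no cells left out for barcodes, barcode background subtracted, both PDX2 libraries added, and all settings of the difference between sets. The count for mesenchymal-like against epithelial-like cells (3784) stayed within 1.5 times under DESeq2 (3905), no filter, limits of -0.4 and 0.4 (4804), both kinds of tertiles, classes from thinned scores (3182), the stricter filter, 1-barcode cells, PDX2 added, no barcode removal (4010), background subtracted (3995) and barcode sums (3260, which hold 2040 of the 3478 called genes tested there). It was 0 (1690 unadjusted) with sums per set, which leave 2 sums per class, and 2464 to 3381 on leaving out 1 library, with 2464 without library 8. The thinned scores set the classes only, and full counts of these cells were summed, so depth was not equalized in that count. With thinned counts summed as well, 7768 genes were tested. Calls were then 614 within PDX1 (4126 as reported) and 3286 within PDX3 (9068 as reported). Intermediate genes above both classes (0) became 5 with DESeq2, 1 with 1-barcode cells (C9orf3), 1 with no barcode removal (AP004609.3), 2 with background subtracted (CD83 and AP004609.3), 1 with barcode sums after background subtraction (RARRES1), and 0 to 2 on leaving out 1 library (CDKN2B and ARSG without library 8). These genes are named after their values were seen. The PDX1 against PDX3 count (10480) ran from 9694 with the stricter filter to 12651 with no filter, and all 287 values of its 24 named genes kept direction and call, though not size (KRT14 at 6.70 in place of 8.0 with no barcode removal). Of 480 values of the 24 genes named for the EMP classes, 450 kept both and 30 kept direction alone, 24 of them with sums per set (adjusted p 0.289 to 0.543). None reversed. The rest were SPDEF (0.0695 to 0.0935 in 3 settings), APOC1 and ELANE within barcodes, and HPGD with unscaled tertiles (0.0653). With the preset correlation 9, 11, 12 and 17 lists passed in the mesenchymal-like against epithelial-like, intermediate against epithelial-like, intermediate against mesenchymal-like and PDX1 against PDX3 contrasts, in place of 0 each. Genes whose change differed between sets (7876) fell to 2171 with thinned cells and to 4423 and 4226 within barcodes without and with background subtraction. Fewer genes were tested there, but their share fell as well, from 52.3% to 27.9%, 32.5% and 33.3%. Fewer tested genes alone therefore do not account for the fall. The cause of these moves was not tested otherwise.

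Class shares moved as well. Mesenchymal-like cells of PDX1 (19.4%) were 8.71% with limits of -0.4 and 0.4, 14.6% thinned, 13.9% with the stricter filter, 12.1% with no barcode removal and 14.6% with background subtracted, and epithelial-like cells (44.2%) were 23.8%, 29.3%, 55.4%, 58.5% and 53.6%. In PDX3 mesenchymal-like cells (35.9%) were 48.9% with the stricter filter, 60.4% with no barcode removal and 55.9% with background subtracted. Epithelial-like cells of PDX3 (42.8%) were 22.8% with the wide limits, 28.7% thinned, 37.9% stricter, 44.4% with 1 barcode, 28.4% with no barcode removal and 31.6% with background subtracted. Library 5 (52.4% mesenchymal-like) gave 26.2%, 32.8%, 47.8%, 56.3%, 34.0% and 38.9% in the same order, and library 6 (46.8%) gave 28.6% with the wide limits, 31.2% thinned and 30.4% with no barcode removal. Intermediate cells were 36.4% of PDX1 and 21.3% of PDX3 as reported. With the wide limits they were 67.4% and 45.7%, thinned 56.1% and 40.6%, and with the stricter filter 30.6% and 13.2%. They were 29.4% and 11.2% with no barcode removal and 31.8% and 12.4% with background subtracted. The wide limits shrink both outer classes by construction. Scores were scaled over the kept cells of all sets, so a change of filter also moved the class of unchanged cells. Library 5 had the same 1401 cells as reported and with 1 barcode, yet gave 52.4% and 56.3%. With 1402 cells and no barcode removal it gave 34.0%. Other causes were not tested. PDX1 stayed below PDX3 in mesenchymal-like share under the stricter filter, no barcode removal and background subtraction.

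Not run were all alternatives of the metastasis against primary comparison, the PDX2 primary library as its own group, and the metastasis library alone added. No paired analysis was possible between sets because the cell names carry no library letter, so the block on that letter was not run, while EMP classes were compared within libraries in the reported fits. Depth limited the PDX2 library of 77 cells and genes near 0 CPM.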

Other observations

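The exchanges of class names and the within-barcode ratios below were chosen only after the results they test were seen. Values of the PDX2 libraries, which held 1 barcode each, were not tested against other sets, which are mixtures of barcodes. ZEB1, whose product represses epithelial genes, stood at 15.5 CPM (exact 95% interval 13.2 to 18.0) in library 5 and 14.6 CPM (6.99 to 26.8) in library 6, while it averaged 1.95 CPM in the mesenchymal-like cells of the PDX1 and PDX3 libraries. TWIST1 stood at 43.9 CPM (95% interval 40 to 48) and 39.4 CPM (25.9 to 57.3), against 3.91 CPM there. SNAI1 stood at 23.0 and 61.2 CPM, against 6.03 CPM there. SNAI2 was low in PDX2, at 1.09 CPM (0.564 to 1.91) and 7.29 CPM (2.37 to 17.0), against 76.8 CPM. High ZEB1 and TWIST1 with low SNAI2 were not particular to PDX2, since a PDX1 barcode of 109 cells had ZEB1 at 13.1, TWIST1 at 24.2 and SNAI2 at 2.02 CPM. A PDX1 barcode of 30 cells had ZEB1 at 11.4 CPM, and SNAI1 was not examined by barcode. VIM (1559 and 1522 CPM) and S100A4 (953 and 1731 CPM) were abundant in libraries 5 and 6, and so was the epithelial adhesion gene EPCAM (445 and 595 CPM). HLA-B was scarce, at 5.92 CPM (4.57 to 7.54) and 13.1 CPM (6.0 to 24.9), against 475 CPM on average in mesenchymal-like cells of PDX1 and PDX3 libraries, but the PDX1 barcode of 109 cells also had only 14.1 CPM. KRT14 differed between the PDX2 libraries, at 0.546 CPM (0.20 to 1.19) in library 5 and 43.8 CPM (29.5 to 62.5) in library 6, and intervals cover counting error only.

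Inflammatory, proliferation, glycolysis and interferon lists passed in neither PDX1 nor PDX3 taken alone. NF-kB targets included 12 higher, 1 lower and 2 not called in mesenchymal-like cells of PDX1 (12 and 1 adjusted over the list alone, camera adjusted p 0.0804) and 3 higher, 7 lower and 5 not called in PDX3 (3 and 7 adjusted over the list alone, camera adjusted p 0.803). The superoxide dismutase gene SOD2 rose in both, by 1.72 and 2.64. Mitotic G2/M genes included 1 higher, 6 lower and 18 not called in PDX1 (1 and 6 adjusted over the list alone, camera adjusted p 0.649) and 15 higher, 1 lower and 9 not called in PDX3 (15 and 1 adjusted over the list alone, camera adjusted p 0.724), with CDC20 at -1.01 and 2.85. Glycolysis genes included 2 higher, 0 lower and 15 not called in PDX1 (2 adjusted over the list alone, camera adjusted p 0.752, median -0.01 and mean 0.10) and 16 higher, 0 lower and 1 not called in PDX3 (16 adjusted over the list alone, camera adjusted p 0.109). Interferon genes included 7 higher, 1 lower and 13 not called in PDX1 (8 and 1 adjusted over the list alone, camera adjusted p 0.491) and 3 higher, 14 lower and 4 not called in PDX3 (3 and 14 adjusted over the list alone, camera adjusted p 0.62). None of these lists differed between the sets in a camera test of the difference (adjusted p 0.343 for NF-kB, 0.501 for G2/M, 0.121 for glycolysis and 0.363 for interferon genes).

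Class names were exchanged within libraries for the genes that differed between mesenchymal-like and epithelial-like cells. Of 32 assignments only 1, the real one, gave as many as its 3784 genes, and the highest other count was 2610. That assignment swapped libraries 7 and 8 together, so it followed the division into PDX1 and PDX3. If libraries of a set are portions of 1 pool, only 2 assignments of whole sets are independent, which is too few for a share under 0.05. For genes above both other classes in intermediate cells the real count was 0, so that all 40 of 40 exchanges gave as many by necessity and decide nothing, and the highest other count was 19.

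A candidate explanation for the class differences is that tumors with different scores were pooled, so that classes are in part a contrast of tumors. Comparing classes within barcodes tests this. In PDX1 the median ratio of the within-barcode to the overall log2 change was 0.554 (quartiles 0.257 to 0.841), and in PDX3 it was 0.901 (0.717 to 1.07). The PDX1 ratio lies near the bound chosen after it was seen, so a mixture cannot be told apart from a change within tumors there. The PDX3 ratio rests on barcodes that are in doubt for part of the cells. Mesenchymal-like cells tagged Bar1 had SNORC at 8023 CPM, which is 110.1% of the level in Bar4 cells, and TFF1 at 1457 CPM, or 15.0% of the level in epithelial-like Bar1 cells, so these cells may carry the wrong barcode. A plain exchange of tags with Bar4 would not leave TFF1 at 26.8 times the 54.3 CPM of Bar4 cells, though, and droplets that mix cells were not tested, so the explanations cannot be told apart.

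Barcode classes with at least 20 cells numbered 15, and 13 of these had cells in all 3 EMP classes. They held 24 to 2800 cells (median 130). Their median EMP scores ran from -0.374 to 0.810, and their mesenchymal-like shares from 6.38% to 100%, with a median of 52.4%. ESR1 ran from 0 to 119 CPM and KRT14 from 0.546 to 5545 CPM over these classes. Barcode shares did not differ detectably between libraries of a set (chi-square p 0.877 over the PDX1 libraries and 0.564 over PDX3). Expression of library pairs varied beyond the counting error of single UMIs, with chi-square over degrees of freedom from 2.54 to 4.44 in PDX1 and of 19.5 in PDX3. UMIs of 1 cell are not independent, so these values cannot tell portions of 1 pool from separate samples. Few kept cells met a list of markers of other cell types. The cells had been sorted for human CD298, sorted as lineage-negative and filtered before deposit. The count therefore cannot tell which of these steps, if any, removed other cells. At most 2 of 4799 PDX1 cells met a marker list, the endothelial one, with 1 of 4799 for lung alveolar cells, 1 of 2640 PDX3 cells for macrophages, and 0 for the fibroblast, lymphoid, erythroid and adipocyte lists. CFD, on the adipocyte list, reached 1038 CPM in PDX2 against 22.1 CPM in PDX1 and 56.8 CPM in PDX3, while all markers of that list together summed to 1039 CPM in PDX2. CD14 stood at 22.4 CPM and EGFL7 at 46.6 CPM in PDX1.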
